A study of Homo sapiens with 8 samples. Its data were reported in "Chromatin-focused genetic and chemical screens identify BRPF1 as a targetable vulnerability in Taxol-resistant triple-negative breast cancer" (2025).

How the data were processed

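The measurements came from a pooled knockout screen in T1-160 cells, a derivative of the SUM159PT triple-negative breast cancer line that had been selected for growth in Taxol. The cells carried Cas9 and were infected with EPIKOL, a library of sgRNAs against chromatin regulators, and each sgRNA was counted from amplicons of genomic DNA. Per the labels, 2 libraries came from cells collected after puromycin selection (AP, replicates 1 and 3), 3 from cells grown in DMSO and 3 from cells grown in 160 nM Taxol, the last 2 groups for 16 population doublings. Nothing in the labels says whether replicates came from separate infections or cultures, so the spread between these samples may be technical. The gene p-values compare ranks of sgRNAs, and those of gene lists compare genes. The spread between libraries enters the gene p-values only through the ranking of the sgRNAs. Limma on single sgRNAs or on gene means tests against that spread directly.

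The authors' deposited sgRNA tables hold counts that were already normalized, 1 table for each of the 3 comparisons, with the values of the libraries of a group joined in a cell. Per the submitters' processing notes the tables came from MAGeCK 0.5.8, and the study names robust rank aggregation (RRA) as its gene test; read trimming and mapping options were not given in the sources used here. Each table was scaled on its own, so every test was made within a table. The same deposited tables give an averaged signal per group, which for the control group equalled the middle of the 3 values for 7855 of the 7856 sgRNAs in each table, within 0.1% plus 0.001 normalized counts. They also give a log2 fold change, a score and p-values per sgRNA, all of them values of the authors. The deposited gene tables give the authors' RRA score, p-value, false discovery rate and log2 fold change per gene, the last being the median over the sgRNAs of the gene for all 780 entries within 0.01. The cells of the AP group hold 3 values, while the labels name replicates 1 and 3. The first and the third value were taken as these replicates, an assumption based on the order of the numbers in the names of the tables. In the DMSO and Taxol groups too, the order of the values in a cell was assumed to be that of the replicate numbers, and the pairing and the numbers of left-out libraries rest on this. The second AP value was not used here, which left out 1 value column in each of 2 tables, 2 in all; it still enters the authors' own fold changes and p-values against AP.

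The normalized values of a library were whole multiples of a fixed step, which gave back the number of reads. Within a tolerance of 0.1 read, 98.0% to 99.99% of the values of a library were whole. The totals were 4904513, 9893052 and 3831517 reads for DMSO 1 to 3, 11771419, 2045986 and 2715014 for Taxol 1 to 3, and 7682084 and 4348211 for AP 1 and AP 3. This corresponded to 260.4 to 1498 reads per sgRNA. The tests below used the deposited normalized values, not the recovered reads.

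The main test used RRA, the aggregation the study names, but on another ranking of the sgRNAs. Values were transformed as log2(normalized count + 1), a scale that understates the change of sgRNAs with few counts, and each sgRNA was tested with limma 3.58.1 (lmFit, eBayes with trend) without covariates. The sgRNAs were ranked by the moderated statistic, and alpha-RRA, written for this work, combined the ranks of each gene within the lowest (depletion) or highest (enrichment) 25% of ranks. One-sided p-values came from 100000 random draws of uniform ranks, so that 1e-05 is the smallest possible p, and were adjusted by the Benjamini-Hochberg method within each direction. A gene was called depleted or enriched at an adjusted p under 0.05, and counts at an unadjusted p under 0.05, the threshold of the study, are given beside these. Of the genes, 779 had at least 3 sgRNAs and were tested, 775 of them with 10 sgRNAs and 4 with fewer; 1 gene had fewer than 3 and was left out. The 80 non-targeting sgRNAs were no gene of the test and served as background, compared with the 7776 other sgRNAs by a permutation test of the difference in median with 100000 draws. The fold change of a gene is the mean over its sgRNAs, and its SD is the spread of the gene mean between libraries, pooled over both groups.

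Gene lists were tested with camera of limma on the gene means, two-sided, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 29 lists with at least 3 measured members in each comparison. The 30 lists were drug efflux transporters, MOZ-MORF complex, HBO1 complex, COMPASS-MLL complexes, SWI/SNF, PRC1, PRC2, NuRD, histone deacetylases, sirtuins, SIN3 complex, NuA4-TIP60, SAGA and ATAC, p300-CBP (not tested, as it has 2 members), BET proteins, INO80 and SRCAP, ISWI complexes, CHD remodellers, histone lysine demethylases, H3K9 methylation and HP1, H3K36, H3K79 and H4K20 methyltransferases, DNA methylation, arginine methyltransferases, histone ubiquitination, histone chaperones, mitotic kinases, core-essential genes, DNA damage response, signalling kinases, and tumour suppressors. The COMPASS-MLL, SWI/SNF and ubiquitination lists carry the names of categories that the study chose on these samples. Its categories also covered bromodomain proteins, acetyltransferases, deacetylases and lysine methyltransferases, so the counts of the lists of such genes are not independent evidence either. Gene symbols are those of the deposited tables. Of 779 symbols, 755 matched a current RefSeq symbol, 24 an older one and 0 stayed unmatched, and no coordinates are given.

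The tests, the lists, the alternatives and the rule for naming genes were set before the data were examined, except where the text says otherwise. The rule took, per comparison, the 12 depleted genes and the 8 enriched genes of lowest RRA p among the calls for which every treated library lay beyond every control library. Where fewer than 5 genes of a direction qualified, those past the unadjusted threshold with the same separation filled the list up to 8. ABCB1, ABCG2, the BRPF family, the members of MOZ-MORF and HBO1, and in Taxol against DMSO the genes that the study followed up were always considered, together with 2 to 4 members of each list described and all sgRNAs of ABCB1 and BRPF1.

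The replicate numbers paired the samples of Taxol against DMSO. There, the deviations of libraries with the same number from their group means correlated at 0.131 to 0.206, against -0.136 to -0.0481 for other numbers. Alternatives tried were the authors' sgRNA p-values or the log2 fold change alone as the ranking, limma on gene means, the authors' gene table, other RRA limits (the lowest 10% of ranks, or sgRNAs at an unadjusted p under 0.05), ranks of non-targeting sgRNAs as the null, centring on the non-targeting or on all sgRNAs, a pseudocount of 10, a minimum of 50 normalized counts, medians over sgRNAs, the replicate number as a block, and each library left out. For lists, an estimated correlation and a permutation of gene labels were added. Leaving out the most abundant sgRNAs of each library, gene medians for the lists and the SAGA and ATAC list without USP22 were chosen after seeing the data. The whole procedure was tested on simulated data made from the values of each comparison, with 200 of 779 genes changed in each of 10 runs. At a log2 change of -1, 75.2% of the 50 genes of a run with that change were called for Taxol against DMSO, 85.8% for DMSO against AP and 82.4% for Taxol against AP, while at -0.5 these shares were 8.0%, 8.8% and 10.8%. For enrichment, 64.8%, 84.8% and 80.4% were called at a change of 1, and 8.8%, 10.8% and 10% at 0.5. Of all calls in the simulations, 0.634%, 0.314% and 0.109% were false. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3. Results of some genes that met the rule for naming are not reported here.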

Results

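The abundance of 7856 sgRNAs was measured in 8 libraries of Taxol-resistant T1-160 cells: 2 after puromycin selection (AP), 3 after growth in DMSO and 3 after growth in 160 nM Taxol. Library depth ranged from 2045986 to 11771419 reads. Across sgRNAs, libraries of the same group correlated at 0.612 to 0.689 in the table of Taxol and DMSO, while libraries of different groups correlated at 0.590 to 0.727, so that the groups did not separate by their overall profiles. The 10 most abundant sgRNAs held 1.53% to 2.73% of the normalized counts in the AP libraries, 2.36% to 2.80% in the DMSO libraries, and 10.6%, 6.23% and 8.91% in Taxol 1, 2 and 3.

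**Figure D1:**
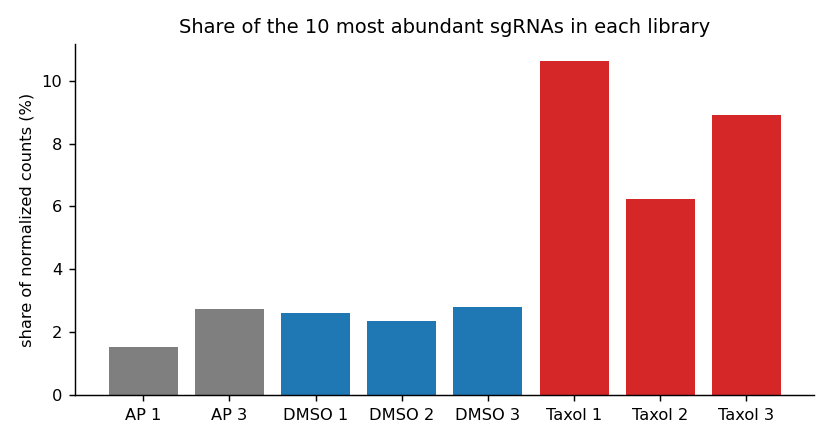
Share of the 10 most abundant sgRNAs in the normalized counts of each library, in percent, with 1 bar per library. The share was 6.23% to 10.6% in the Taxol libraries and at most 2.80% in the DMSO and AP libraries.

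The comparison of Taxol with DMSO asked which knockouts lowered or raised the abundance of resistant cells under the drug. Cells that lost ABCB1, the drug efflux pump P-glycoprotein, were depleted under Taxol with a log2 fold change of -0.87 ± 0.33 (SD between libraries, n = 3 per group, adjusted p = 0.0428), and 9 of its 10 sgRNAs were lower. Knockouts of GATAD1, a zinc-finger protein that associates with trimethylated histone H3, were depleted to a similar extent, at -0.75 ± 0.34 (adjusted p = 0.0428, 8 of 10 sgRNAs lower). The study reported a gain in ABCB1 copies in the resistant lines. Copy number was not examined here, so its part in either depletion was not tested. Knockouts of USP22, the deubiquitinase of the SAGA coactivator complex, were enriched with 1.54 ± 0.31 (adjusted p = 0.00779, 9 of 10 sgRNAs higher). For each of these 3 genes, all 3 Taxol libraries lay beyond all 3 DMSO libraries. Limma on gene means, which tests against the spread between libraries, gave adjusted p-values of 0.193 for ABCB1 and 0.391 for GATAD1. USP22 kept its call in that test.

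**Figure D2:**
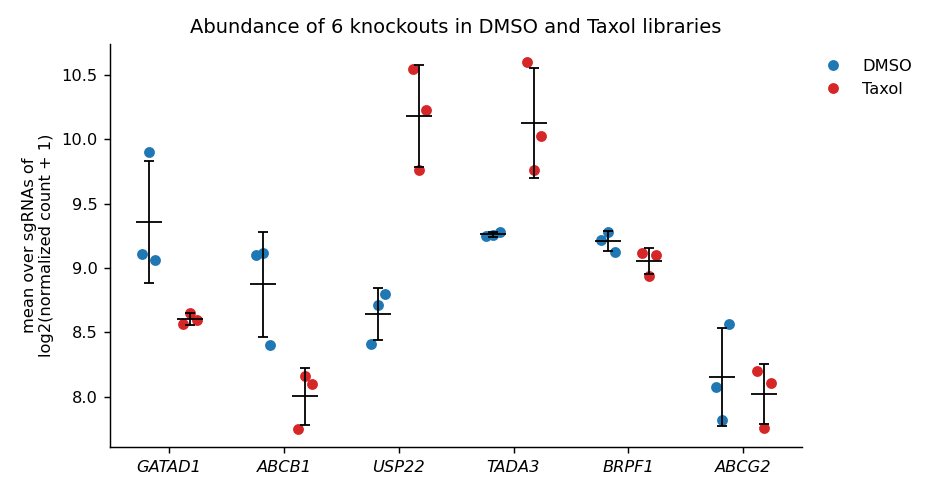
Mean over sgRNAs of log2(normalized count + 1) for 6 knockouts in each DMSO library (blue) and Taxol library (red), with black marks for the group mean and its SD (n = 3). ABCB1 and GATAD1 were lower and USP22 was higher in all Taxol libraries than in all DMSO libraries, while TADA3 passed only the unadjusted threshold.

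Several further knockouts passed the unadjusted threshold only, with complete separation of the libraries. Depleted in this way were MEN1, which encodes menin (-0.80 ± 0.20, adjusted p = 0.270), and CHD8, a chromodomain remodeller (-0.72 ± 0.23, adjusted p = 0.298). The RNA exosome subunit EXOSC6 (-0.60 ± 0.24), the SIN3 subunit BRMS1L (-0.42 ± 0.24) and the spindle checkpoint kinase BUB1 (-0.32 ± 0.13) had an adjusted p of 0.856 each. KMT2A, the methyltransferase that works with menin, was at -0.45 ± 0.10 (adjusted p = 0.889). Enriched in this way were the SAGA and ATAC adaptor TADA3 (0.86 ± 0.30, adjusted p = 0.0805), the remodeller CHD1 (0.82 ± 0.49) and the hydroxylase JMJD6 (1.08 ± 0.50), the last 2 at an adjusted p of 0.109. The acetyltransferase EP300 (0.85 ± 0.42, adjusted p = 0.152) and the ATAC subunit DR1 (0.61 ± 0.29, adjusted p = 0.332) followed. The helicase RAD54L2 (0.56 ± 0.26) and nucleolin, NCL (0.30 ± 0.12), had an adjusted p of 0.405 each. Both passed the unadjusted threshold in only 12 of 19 alternatives. For NCL, 6 of 10 sgRNAs were higher, and the log2 fold change in the authors' deposited table was -0.14. BRMS1L was at -0.25 without DMSO 1, CHD1 was at 0.45 without Taxol 1 and DR1 at 0.41 without Taxol 3.

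Loss of BRPF1, the scaffold of the MOZ-MORF acetyltransferase complex and the main subject of the study, gave a log2 fold change of -0.15 ± 0.09 with an adjusted p of 0.970 for depletion, and 6 of its 10 sgRNAs were lower. Its sgRNAs ranged from -0.99 to 0.82, and the lowest p of limma among them was 0.125. In the simulated data for this comparison, a change of -0.5 was called for only 8.0% of genes, so a small effect is not excluded. The study itself described the effect of BRPF1 loss under Taxol as small. The study's case also rests on BRPF1 inhibitors, competition assays, siRNA and a rescue experiment, none of which was measured here. The sgRNAs of ABCB1 ranged from -1.62 to 0.18, with a lowest p of 0.0212. In the authors' deposited table the depletion p-values were 0.0244 for BRPF1, 0.0132 for ABCG2 and 0.0171 for ABCB1, and the lowest false discovery rate of any gene was 0.402. ABCG2, a second drug efflux pump, had a value of -0.13 ± 0.31 here (adjusted p = 0.970). The BRPF1 paralogues BRD1 (-0.16) and BRPF3 (0.07), the catalytic subunits KAT6A (0.21) and KAT6B (0.31) and the shared subunits ING5 (-0.52 ± 0.19, adjusted p = 0.954) and MEAF6 (-0.16) did not pass the depletion test either. BRD1 passed the unadjusted threshold for enrichment (adjusted p = 0.734) against the sign of its mean, as its sgRNAs went both ways. Among the other genes that the study picked from this screen for follow-up, PPP2CA (-0.48, adjusted p = 0.954), ARID1A (-0.45, adjusted p = 0.889) and MLLT6 (-0.43, adjusted p = 0.920) passed the unadjusted threshold only. ARNTL (-0.36), BRD8 (-0.22), SMARCE1 (-0.20) and BRD3 (-0.07) did not pass it (adjusted p = 0.970 each). The follow-up used separate competition assays, which were not measured here. There the study reported significantly lower viability for knockouts of BRD8, SMARCE1, PPP2CA, MEN1, KMT2A, CHD8 and GATAD1. With 1 library left out, BRPF1 ranged from -0.19 to -0.10 (the last without Taxol 2), ABCG2 from -0.30 without DMSO 2 to 0.07 without DMSO 3, and ARID1A was at -0.20 without Taxol 2. ARNTL was at -0.57 without Taxol 1 and -0.18 without Taxol 3. The small values of BRD1, BRPF3, KAT6A, KAT6B, MEAF6, BRD8, SMARCE1 and BRD3 also moved by more than 1.5 times with single libraries left out, and those of BRD1, BRPF3 and BRD3 changed sign.

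**Figure D3:**
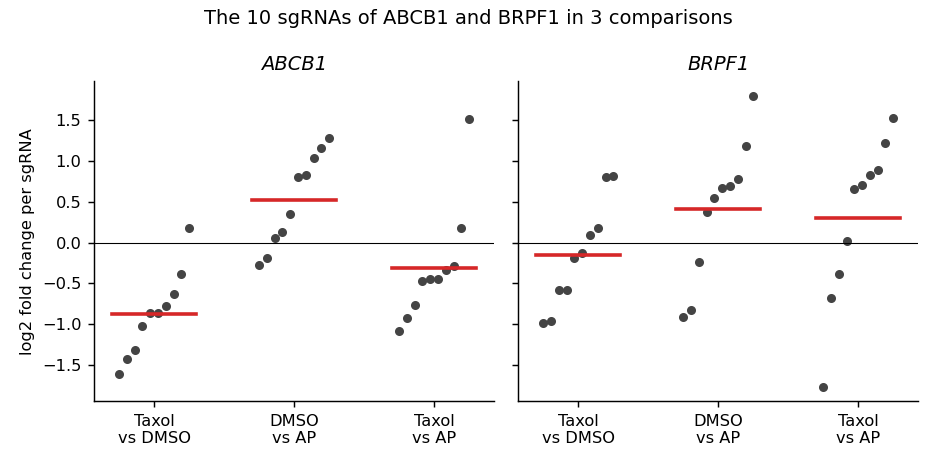
Log2 fold change of each of the 10 sgRNAs of ABCB1 and BRPF1 in the 3 comparisons, with red lines for the mean. Under Taxol relative to DMSO, 9 sgRNAs of ABCB1 and 6 of BRPF1 were lower.

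Of the gene lists, SAGA and ATAC rose under Taxol (camera, adjusted p = 0.0134): 15 of its 19 measured members lay above 0, with a median of 0.22 against 0.03 for all genes. The adjusted p was 0.679 with an estimated correlation. In this list, 1 gene was enriched after adjustment over all genes (USP22), 2 were enriched when adjusted over the list alone and 3 passed the unadjusted threshold (USP22, TADA3 and ATXN7L3, the last at 0.52 ± 0.20). The ATAC subunit DR1, which also passed the unadjusted threshold, was not a member of the list. The 3 measured drug efflux transporters gave an adjusted p of 0.160 with ABCB1 depleted, and PRC2 gave the same value. COMPASS-MLL (0.767; 0 of 19 members called, 3 depleted at the unadjusted threshold and 1 when adjusted over the list alone) held MEN1, KMT2A and PSIP1 (-0.42 ± 0.50), while 1 other member was enriched at the unadjusted threshold and 10 of the 19 lay above 0. SWI/SNF gave 0.329 with 0 of 21 members called and ARID1A as its depleted member at the unadjusted threshold beside 1 enriched member, and histone ubiquitination gave 0.945 with USP22 as the called member of 41; as these lists follow categories chosen by the study on these samples, their counts are not independent evidence. The HBO1 complex gave 0.439. MOZ-MORF, histone deacetylases, BET proteins, DNA methylation, mitotic kinases, DNA damage response and signalling kinases gave 0.911 each. NuRD, sirtuins, SIN3, NuA4-TIP60, INO80 and SRCAP, ISWI complexes, CHD remodellers, histone lysine demethylases, H3K9 methylation and HP1, arginine methyltransferases, histone chaperones and core-essential genes gave 0.945 each. H3K36, H3K79 and H4K20 methyltransferases and tumour suppressors gave 0.994 each, and PRC1 gave 0.995. Adjusted over the list alone, CHD8 was depleted and CHD1 and CHD2 (0.90 ± 0.67) were enriched among the CHD remodellers, JMJD6 among the demethylases, SIRT6 (0.51 ± 0.38) among the sirtuins and EP300 in p300-CBP.

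**Figure D4:**
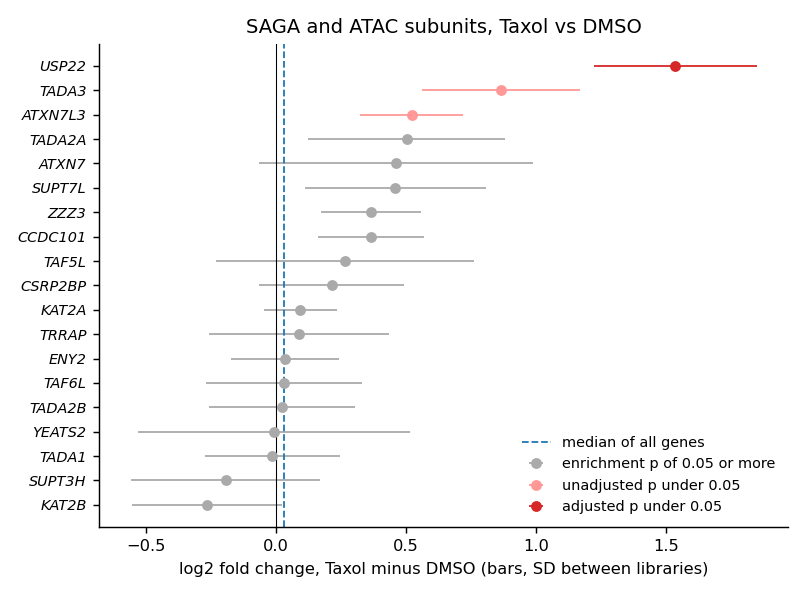
Log2 fold change of the 19 measured members of the SAGA and ATAC list, which does not hold DR1, in Taxol relative to DMSO. Bars give the SD between libraries and colour the enrichment p. Above 0 lay 15 members, while the median of all genes (dashed line) was 0.03.

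In total, 2 genes were depleted and 1 was enriched of 779 tested. At the unadjusted threshold, 36 genes were depleted and 52 enriched, where chance gives 38.95 in each direction, and the libraries did not overlap for 35 genes below and 49 above, where chance gives 10% for both directions together. Non-targeting sgRNAs lay 0.08 above the other sgRNAs (permutation p = 0.435), from 0.0163 without DMSO 3 to 0.145 without Taxol 2, with 0.125 without DMSO 2, 0.114 without Taxol 3 and 0.0466 without Taxol 1. At the level of single sgRNAs, limma called 0 lower and 0 higher, with 122 lower and 160 higher at the unadjusted threshold where chance gives 392.8 in all, whereas the authors' deposited table lists 197 at a false discovery rate under 0.05, all of them higher. The call of GATAD1 ended with any of the 6 libraries left out (its fold change was -0.48 without DMSO 2) and that of ABCB1 without DMSO 1, DMSO 2, Taxol 1 or Taxol 3 (adjusted p = 0.0857 to 0.691 over both genes), whereas USP22 kept its call. The SAGA and ATAC call ended without DMSO 2 (adjusted p = 0.124) or Taxol 1 (adjusted p = 0.102).

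Growth in DMSO relative to AP shows which knockouts cost or favour growth of the resistant cells without the drug. The methyltransferase PRMT5 (-1.17 ± 0.13) and its cofactor WDR77 (-0.94 ± 0.19), the ribosomal RNA methyltransferase fibrillarin, FBL, the NuA4-TIP60 subunit DMAP1 (-0.97 ± 0.16), the methyltransferase activator TRMT112 (-1.15 ± 0.17) and the ribosomal proteins RPL11 (-0.94 ± 0.27) and RPS18 (-1.11 ± 0.21) were depleted, with adjusted p-values from 0.0039 to 0.0344 (SD between libraries, n = 3 DMSO and 2 AP). Also depleted were RMI1, a partner of the BLM helicase (-0.94 ± 0.22), the methyltransferase PRMT1 (-0.68 ± 0.26), the glucocorticoid receptor NR3C1 (-0.96 ± 0.20), the splicing factor PRPF19 (-0.82 ± 0.24) and the SRCAP subunit ACTR6 (-0.48 ± 0.30), with adjusted p-values of 0.0210 to 0.0248. Of the 10 sgRNAs of ACTR6 only 5 were lower, so that its call rests on some of its sgRNAs, and without DMSO 3 its value was -0.30. All 10 sgRNAs of WDR77 were lower, but its value was only -0.21 with the median over sgRNAs. With centring on non-targeting sgRNAs WDR77 was not called (adjusted p = 0.0580). Knockouts of KEAP1, the adaptor that marks NRF2 for degradation, were enriched with 1.36 ± 0.13 (adjusted p = 0.00779).

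Enriched knockouts that passed the unadjusted threshold only included ARID1A of SWI/SNF (0.89 ± 0.12, adjusted p = 0.0779), the acetyltransferase CREBBP (1.03 ± 0.23), the acetyl-lysine reader MLLT1 (0.94), the SIN3 subunit ARID4A (0.72), ZNF516 (0.86) and MORF4L2 (0.67), the last 5 with adjusted p-values of 0.0935 to 0.0943. ABCB1 passed the unadjusted threshold for enrichment only, with a value of 0.52 ± 0.38 (adjusted p = 0.517). BRPF1 was at 0.41 ± 0.12 (adjusted p = 0.851) and ABCG2 at 0.05 ± 0.34 (adjusted p = 0.984). BRD1 was at 0.34 ± 0.22 (adjusted p = 0.297) and JADE3 of HBO1 at 0.71 ± 0.44 (adjusted p = 0.467), both also past the unadjusted threshold only. Without DMSO 2, BRD1 was at 0.19 and MORF4L2 at 0.44, and ABCG2 ranged from -0.19 without AP 3 to 0.30 without AP 1.

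As a group, core-essential genes fell (camera, adjusted p = 0.000438): 12 of 13 measured members lay below 0, 1 was depleted over all genes (RPL11) and 3 when adjusted over the list alone. NuA4-TIP60, the complex of the acetyltransferase KAT5, fell (adjusted p = 0.0320) with DMAP1 and MRGBP (-0.72 ± 0.11) depleted among 18 members, and 3 depleted and 1 enriched when adjusted over the list alone. The 9 measured arginine methyltransferases fell (adjusted p = 0.0320) with PRMT5, PRMT1 and WDR77 depleted, the same 3 when adjusted over the list alone. The 3 measured tumour suppressors rose (adjusted p = 0.0243), with KEAP1 and the cell-cycle brake RB1 (0.76 ± 0.24) among them. Of the 3, 1 was enriched over all genes and 2 when adjusted over the list alone. With an estimated correlation, 0 of the 29 lists passed: adjusted p = 0.572 with an estimated correlation for core-essential genes, arginine methyltransferases and tumour suppressors, and 0.891 for NuA4-TIP60. The adjusted p-values of the other 25 lists ran from 0.0979 to 0.934.

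In total, 18 genes were depleted and 1 was enriched, with 90 and 66 at the unadjusted threshold. All DMSO libraries lay below both AP libraries for 110 genes and above them for 228, where chance gives 20% for both directions together. Non-targeting sgRNAs lay 0.30 above the other sgRNAs (permutation p = 0.00357; 70.0% of them above the median of the others), a difference that was 0.17 and not past the threshold without AP 1. Centred on the non-targeting sgRNAs, the median gene moved by -0.17 for Taxol against DMSO, -0.31 for DMSO against AP and -0.53 for Taxol against AP, and the fold changes given here are relative to the deposited scaling. By limma, 0 sgRNAs were lower and 0 higher, with 285 and 248 at the unadjusted threshold, and the authors' deposited table lists 1202 at a false discovery rate under 0.05, 1106 of them higher. With 1 library left out, 8 of the 13 called and named genes kept their calls throughout (PRMT5, FBL, DMAP1, RPL11, TRMT112, RPS18, NR3C1 and KEAP1); lost were RMI1, ACTR6, PRPF19 and WDR77 without AP 1 or DMSO 3, PRMT1, ACTR6 and PRPF19 without AP 3, PRMT1, ACTR6, PRPF19 and WDR77 without DMSO 1, and PRMT1 without DMSO 2 (adjusted p = 0.0589 to 0.469). The enriched count was 3 without AP 1, 6 without DMSO 2 and 2 without DMSO 3, and NuA4-TIP60 lost its call without AP 3 (adjusted p = 0.122), DMSO 1 (0.0522) or DMSO 3 (0.0738), arginine methyltransferases without DMSO 1 (0.0522) or DMSO 2 (0.125), and tumour suppressors without DMSO 1 (0.0522).

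Growth in Taxol relative to AP combined the effects of culture and drug. Depleted were the histone-binding protein RBBP7 (-0.86 ± 0.06), RPL11 (-0.79 ± 0.21), DMAP1 (-0.74 ± 0.20) and topoisomerase TOP2A (-0.65 ± 0.20), each with an adjusted p of 0.0039 (SD between libraries, n = 3 Taxol and 2 AP). They were followed by the repair gene BRCA1 (-0.79 ± 0.33), PRMT5 (-0.71 ± 0.40), the ribosomal protein RPS18 (-0.85 ± 0.19), NR3C1 (-0.66 ± 0.22), TRMT112 (-0.92 ± 0.38) and the COMPASS subunit ASH2L (-0.48 ± 0.09), with adjusted p-values from 0.0134 to 0.0156. USP22 was again the most enriched of the called knockouts (1.78 ± 0.33), followed by the acetyltransferase EP300 (1.43 ± 0.44), the SIN3 subunit ARID4A (1.32 ± 0.31) and CREBBP, the paralogue of EP300 (1.31 ± 0.45), each with an adjusted p of 0.0039. KEAP1 (1.22 ± 0.18) and MORF4L2 (1.16 ± 0.34) at 0.0260, CHD1 (0.99 ± 0.56) at 0.0278 and TADA3 (1.25 ± 0.40) at 0.0331 were enriched as well. GATAD1 was among the other depleted genes (-0.50 ± 0.06, adjusted p = 0.0349), while ABCB1 was at -0.31 ± 0.23 (adjusted p = 0.141), BRPF1 at 0.30 ± 0.11 and ABCG2 at -0.04 ± 0.27 (from -0.28 without AP 3 to 0.21 without AP 1).

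Core-essential genes fell in this comparison (camera, adjusted p = 0.00045), with 12 of 13 members below 0, 3 depleted over all genes, RPL11 and the nuclear transport GTPase RAN among them, and 8 when adjusted over the list alone. NuA4-TIP60 fell (adjusted p = 0.0269) with 13 of 18 members below 0, although DMAP1 was depleted and MORF4L2 enriched; 3 were depleted and 1 enriched when adjusted over the list alone. The 3 measured tumour suppressors rose (adjusted p = 0.0338), with KEAP1 and RB1 (0.97 ± 0.48) among them. Of the 3, 1 was enriched over all genes and 2 when adjusted over the list alone. All 3 calls ended with an estimated correlation (adjusted p = 0.559 with an estimated correlation for each). SAGA and ATAC gave an adjusted p of 0.124 with USP22 and TADA3 enriched and 6 members enriched when adjusted over the list alone, and arginine methyltransferases gave the same value with PRMT5, PRMT1 and WDR77 depleted, although their median was 0.06 and their mean -0.17. PRC2 members RBBP7, RBBP4 (-0.80 ± 0.22) and EED (-0.46 ± 0.07) were depleted, but the list of 11 had a median of 0.27 and a mean of 0.05 where camera gave a fall, and did not pass (adjusted p = 0.476), and RBBP7 and RBBP4 belong to other complexes too. Both members of p300-CBP were enriched. The adjusted p-values of the 26 lists that did not pass ran from 0.124 to 0.998.

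In total, 40 genes were depleted and 11 enriched, with 101 and 66 at the unadjusted threshold, and all Taxol libraries lay below both AP libraries for 113 genes and above them for 252, where chance gives 20% for both directions together. Non-targeting sgRNAs lay 0.54 above the other sgRNAs (permutation p = 1e-05, the smallest possible; 75.0% of them above the median of the others), and 0.289 above them without AP 1 (permutation p = 0.0039). By limma, 0 sgRNAs were lower and 0 higher, with 306 and 173 at the unadjusted threshold, and the authors' deposited table lists 1158 at a false discovery rate under 0.05, 42 of them lower and 1116 higher. RBBP7 and USP22 were the 2 of 20 called and named genes that kept their calls with any library left out; 8 calls ended without AP 1, 18 without AP 3, 9 without Taxol 1, 2 without Taxol 2 and 10 without Taxol 3, and the depleted count was 21, 2, 21, 36 and 9 in turn. Called genes whose fold change moved by more than 1.5 times were TOP2A and NR3C1, both at -0.43 without AP 1, and CHD1, at 0.61 without Taxol 1. ABCB1 was at -0.48 without AP 1, -0.13 without AP 3 and -0.18 without Taxol 1. Without Taxol 2, ABCB1 was depleted (-0.38, adjusted p = 0.0312), NuA4-TIP60 lost its call without AP 3 (adjusted p = 0.102), and tumour suppressors lost theirs without Taxol 1 (0.0613) or Taxol 2 (0.117).

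The comparisons with AP shared 14 depleted genes, among them the methylation genes PRMT1, PRMT5, WDR77, FBL and TRMT112, the ribosomal proteins RPL11 and RPS18, RMI1 of DNA repair, DMAP1, the Elongator subunit ELP5, the phosphatase PPP4C, PRPF19 and NR3C1. Independent lists of these sizes would share 0.924 genes. At the unadjusted threshold 60 depleted genes were shared, against 11.7 for independent lists of the sizes found. Simulated groups without effects against the same AP libraries shared 6.6 on average over 50 simulations and 12 at most. Without effects, these groups need not give lists of the sizes found. The simulated counts of shared genes therefore cannot tell how many of the genes found the shared controls could give. After adjustment KEAP1 was the 1 shared enriched gene, against 0.0141 for independent lists. At the unadjusted threshold 18 enriched genes were shared, against 5.59 for independent lists and 5.86 on average in the simulations (10 at most). Across genes, which are not independent replicates, the fold changes correlated at 0.775, against 0.364 in the simulations, and their covariance was 0.118 against 0.0155, a difference of 0.102. The 2 AP libraries were not split between the comparisons, so part of the excess over independent lists may come from the shared controls. Without AP 3, 0 depleted genes were shared and the correlation was 0.829; without Taxol 1 and Taxol 3, 7 and 3 depleted genes were shared, and KEAP1 was not shared without AP 3, Taxol 1 or Taxol 3.

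**Figure D5:**
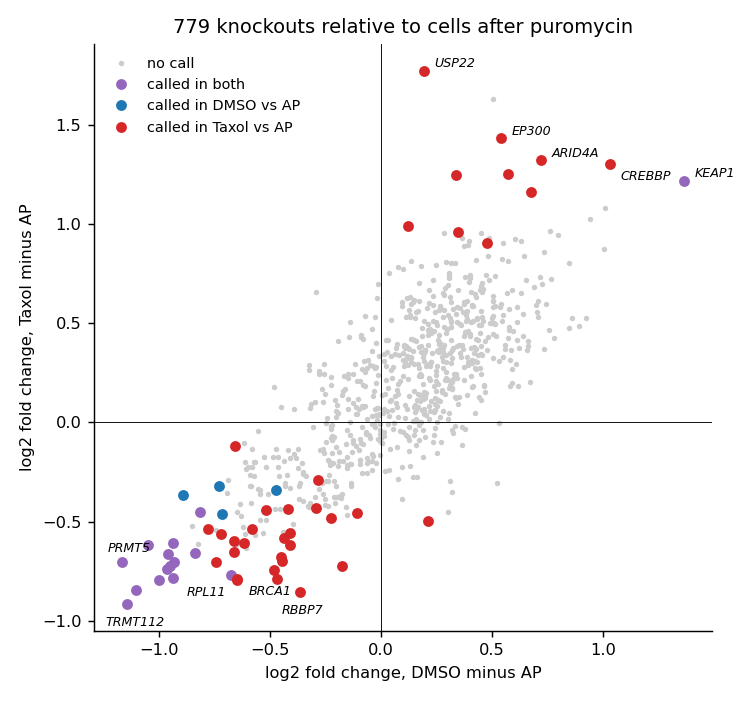
Log2 fold change of 779 knockouts in Taxol against AP (vertical) and in DMSO against AP (horizontal), each point 1 gene, coloured by its calls. Called in both were 14 depleted genes and KEAP1, while USP22 was called in Taxol only, a difference tested directly in the comparison of Taxol with DMSO.

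The gene test written here and the authors' deposited table overlapped in part. At a depletion p under 0.05, 21 genes passed both for Taxol against DMSO (36 here and 46 in the authors' deposited table), 52 for DMSO against AP (90 and 81) and 59 for Taxol against AP (101 and 84). The ranks of the genes correlated at 0.681, 0.802 and 0.810 (Spearman, across genes). At a false discovery rate under 0.05, the authors' deposited table lists 0, 14 and 22 depleted genes.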

Values the study reported

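The study used a library described as targeting 779 genes, infected at a representation of 1,000×. Cells were kept in DMSO or 160 nM Taxol until 16 population doublings. Hits were taken at P < 0.05.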

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

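Leaving out the most abundant sgRNAs, gene medians for the lists and the SAGA and ATAC list without USP22 were chosen after the results were seen. Centring, the pseudocount and the count minimum kept the counts of genes within 1.5 times, except that 3 genes were enriched for Taxol against DMSO with the count minimum. The null from non-targeting sgRNAs raised the depleted counts from 2, 18 and 40 to 21, 140 and 127 for Taxol against DMSO, DMSO against AP and Taxol against AP, and the unadjusted ones to 170 and 257 in the first 2 of these. It also gave 3 enriched genes and 35 genes shared with the authors' gene table for Taxol against DMSO, and 4 enriched genes for Taxol against AP with 22 at the unadjusted threshold. With the authors' sgRNA p-values as the ranking, 0, 11 and 25 genes were depleted, 5 and 7 were enriched against AP in DMSO and Taxol, and 43 were shared with the authors' gene table for Taxol against DMSO. The log2 fold change alone gave 0 depleted and 2 enriched for Taxol against DMSO. The lowest 10% of ranks gave 0 depleted genes for Taxol against DMSO, and 16 depleted and 7 enriched for Taxol against AP. With sgRNAs at an unadjusted p under 0.05 as the limit, 0, 8 and 2 genes were depleted, 3 were enriched for Taxol against AP, 43 and 42 were enriched at the unadjusted threshold against AP, 57 were depleted at it for Taxol against AP, and 36 were shared with the authors' gene table for Taxol against AP. Limma on gene means gave 0, 11 and 0 depleted, 6 and 1 enriched against AP, 12 and 49 depleted at the unadjusted threshold in both comparisons with Taxol, and 132 enriched at it for Taxol against AP. The authors' gene table gave 0 depleted for Taxol against DMSO and 22 for Taxol against AP. With an estimated correlation 0 lists passed in each comparison, 0 without USP22 for Taxol against DMSO, and 6 with permuted gene labels for Taxol against AP. ACTR6 turned to 0.0479 with the median over sgRNAs in DMSO against AP, where 5 of its 10 sgRNAs were lower, and WDR77 went from -0.94 to -0.21 there. ASH2L went from -0.48 to -0.75 in Taxol against AP with this median. WDR77 lost its call in DMSO against AP with centring on non-targeting sgRNAs (adjusted p = 0.0580). Apart from ACTR6, the cause was not tested.

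The replicate block, with the numbers as pairs, left Taxol against DMSO at 2 depleted and 1 enriched (GATAD1 and ABCB1 at adjusted p = 0.0467, SAGA and ATAC at 0.00616) and changed no other call there. At the unadjusted threshold it did change sides: ABCG2 and BRD1 passed for depletion and KAT7 for enrichment, while KMT2A no longer passed, with adjusted p-values of 0.713 for KAT7 and 0.877 for the others. For the comparisons with AP, where numbers correlated at 0.0105 to 0.0357 (others at -0.0357 to 0.0233) for DMSO and at -0.0174 to 0.0144 (others at -0.0396 to 0.0396) for Taxol, the samples share only a number. The paired fit there also left out DMSO 2 and Taxol 2, which have no AP partner, so that its changes cannot be put down to the pairing alone. It gave 6 enriched genes (as many as without DMSO 2 alone) and 1 sgRNA lower and 17 higher for DMSO, 4 enriched genes for Taxol (7 without Taxol 2 alone), 0 shared enriched genes and a correlation of 0.741. Not called in it were DMAP1 (adjusted p = 0.0785), PRMT1 (0.214) and the arginine methyltransferases (0.122) for DMSO, and ARID4A (0.0926), CREBBP (0.269), KEAP1 (0.174), MORF4L2 (0.0999), TADA3 (0.174) and the tumour suppressors (0.0708) for Taxol. Called in it were ARID1A and CREBBP (0.0454 each) for DMSO and ABCB1 (0.0408) for Taxol.

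With each library left out in turn, counts for Taxol against DMSO were 0 to 1 depleted (1 without DMSO 3 or Taxol 2, 0 without DMSO 1, DMSO 2, Taxol 1 or Taxol 3), 1 to 3 enriched (3 without Taxol 2), 0 to 1 lists (0 without DMSO 2 or Taxol 1) and 13 to 27 genes shared with the authors' gene table (13 without DMSO 1). For DMSO against AP they were 13 to 22 depleted, 1 to 6 enriched (3 without AP 1, 6 without DMSO 2, 2 without DMSO 3), 0 to 3 sgRNAs lower (3 without AP 3) and 1 to 5 lists (1 without DMSO 1), with non-targeting sgRNAs 0.171 (without AP 1) to 0.385 above the others. For Taxol against AP they were 2 to 36 depleted (21 without AP 1, 2 without AP 3, 21 without Taxol 1, 9 without Taxol 3), 1 to 8 enriched (1 without AP 3, 3 without Taxol 1, 7 without Taxol 2, 5 without Taxol 3) and 2 to 5 lists (5 without AP 1). Shared depleted genes were 0 to 13 (0 without AP 3, 7 without Taxol 1, 3 without Taxol 3), shared enriched genes 0 to 2 (2 without AP 1, DMSO 2 or DMSO 3; 0 without AP 3, Taxol 1 or Taxol 3), and the correlation 0.732 (without DMSO 3) to 0.829 (without AP 3). A lone AP library was assumed to vary like the other groups. USP22 kept its call for Taxol against DMSO in all 19 alternatives (adjusted p = 0.000405 to 0.0156), ABCB1 in 10 of 20 (0.00195 to 0.817) and GATAD1 in 8 of 20 (0.00195 to 0.691), while both kept the unadjusted threshold in all 20. KMT2A also missed the unadjusted threshold with any library but DMSO 2 left out. Named genes that were called kept their calls in 494 of 677 settings, 37 of 59 for Taxol against DMSO, 198 of 246 for DMSO against AP and 259 of 372 for Taxol against AP. Of the named genes and settings together, 27 were stronger and 1 reversed. At the depth and replication here, log2 changes of 0.5 were mostly missed in the simulated data.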

Other observations

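The tests of greater and lower read depth and of splits of the libraries, the SAGA and ATAC alternatives and the gene families below were chosen only after the results were seen.

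Grouped by symbol, several families outside the fixed lists were depleted during culture. The 14 measured ribosomal proteins lay below the mean of all genes by a log2 value of -0.67 in DMSO against AP (permutation p = 1e-05, the smallest possible, adjusted p = 4e-05), with 14 of 14 below 0, 2 depleted after adjustment over all genes (RPL11 and RPS18) and 9 at the unadjusted threshold. In Taxol against AP the difference was -0.60 (permutation p = 1e-05, adjusted p = 4e-05), with 4 depleted, RPL11, RPS15A and RPS18 among them, and 8 at the unadjusted threshold. The 9 subunits of the RNA exosome, which degrades and trims RNA, lay at -0.45 (permutation p = 0.00026, adjusted p = 0.00078) and -0.56 (p = 1e-05, adjusted p = 4e-05) in these comparisons, and EXOSC6 (-0.73 ± 0.18) and EXOSC2 (-0.60 ± 0.34) were depleted in Taxol against AP. The 5 Elongator subunits, which modify the wobble position of transfer RNA, lay at -0.58 (permutation p = 0.00096, adjusted p = 0.0023) and -0.44 (p = 0.015, adjusted p = 0.0301), with ELP5 depleted in both comparisons and ELP4 (-0.43 ± 0.15) in Taxol against AP. The 15 measured genes with a TAF symbol, most of them of the general factor TFIID and TAF5L and TAF6L of SAGA-type complexes, lay at -0.15 (permutation p = 0.114) and -0.12 (p = 0.259). In Taxol against DMSO the differences were 0.06 for ribosomal proteins (permutation p = 0.354), -0.11 for the exosome (p = 0.196), 0.14 for Elongator (p = 0.231) and 0.03 for TAF genes (p = 0.605). Without Taxol 1 the ribosomal proteins were at 0.159 here (permutation p = 0.0226), and without Taxol 2 at -0.0627. The exosome ranged from -0.205 without Taxol 2 to 0.0124 without Taxol 1, and the TAF genes from 0.0162 without DMSO 2 to 0.0592 without DMSO 3. With 1 library left out, the TAF genes ranged from -0.206 (without AP 1) to -0.0975 in DMSO against AP. In Taxol against AP they ranged from -0.171 to -0.0629. Genes, not libraries, were permuted, a test that takes genes of a family as independent, and as differences from the mean of all genes these values did not depend on centring.

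Among other knockouts called against AP in Taxol and not named so far, NPM1 (-0.74 ± 0.15), a nucleolar chaperone, SSRP1 (-0.68 ± 0.21) of the FACT chaperone, KAT8 (-0.61 ± 0.23), the H4K16 acetyltransferase, and SETD2 (-0.56 ± 0.24), the H3K36 methyltransferase, were depleted. ING2 (0.90 ± 0.23), which with ARID4A belongs to SIN3 complexes, TDRD7 (1.26 ± 0.57) and PHIP (0.96 ± 0.18) were enriched. These genes were picked after their values were seen.

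A few sgRNAs took a larger share of the Taxol libraries than of the DMSO libraries. Greater read depth does not account for this, as the 2 Taxol libraries with fewer reads than every DMSO library, Taxol 2 and Taxol 3, had a lowest share 2.23 times the highest among DMSO libraries (6.23% against 2.80%). Lower read depth stays open, since only Taxol 1 had more reads than every DMSO library, with a share 3.805 times that value. The 30 leading positions held 26 different sgRNAs of 23 genes, and 1 sgRNA, of SMYD1, which also led all DMSO and AP libraries, was among the leaders of all 3. The leading sgRNAs rose by a median of 4.15 in their library, but the 260 other sgRNAs of the same genes had a median of -0.07, a ratio of -0.0177, which argues against an effect of losing these genes as a set, and a permutation of genes gave p = 0.839 for that median. Single genes differed: TADA3 and JMJD6 had 9 of 10 sgRNAs higher in Taxol against DMSO, and TADA3 and TDRD7 were enriched in Taxol against AP, so that an effect of their loss stays open. For the set, the values are consistent with outgrowth of single cells or clones whatever their knockout.

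The rise of SAGA and ATAC members under Taxol may reflect the complex or single members. Without USP22 the camera p was 0.0105, which argues against USP22 as the whole cause, but the adjusted p was 0.160, and the list mean went from 0.28 (SD 0.41 over members) to 0.21 (SD 0.29), so that the call ended because a large member was removed. With the median over sgRNAs as the gene value the camera p was 0.000569 (adjusted p = 0.0165), which argues against a few dominant sgRNAs such as that of TADA3, the most abundant in Taxol 1. Chance and single members stay open, since the adjusted p was 0.679 with an estimated correlation.

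Non-targeting sgRNAs rose relative to the other sgRNAs during culture. Matched to 20 other sgRNAs each of like abundance in AP, the difference in DMSO against AP was 0.264, 0.881 of the unmatched difference, which argues against starting abundance. With the sgRNAs of all 131 genes that were depleted at the unadjusted threshold against AP left out, it was 0.217 (permutation p = 0.0193), which argues against these genes as the whole cause. A general cost of cutting by Cas9, or small effects of many more genes, may explain the rest and were not tested, and without AP 1 the difference was 0.171 and did not pass.

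The 6 libraries of Taxol and DMSO make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 2 depleted genes where the highest other gave 1, 1 enriched gene against 0, and 1 list against 0, so that 1 split, the real one, was as large in each case. Of the 4 splits that part all 3 pairs of replicate numbers, the other 3 gave 0 depleted genes, 0 enriched genes and 0 lists, and the 6 that part 1 pair gave at most 1, 0 and 0.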
